A study of Mus musculus with 23 samples.

How the data were processed

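The study measured messenger RNA in microglia, the resident immune cells of the brain, taken from female C57BL/6 mice. Microglia depend on the receptor CSF1R, and the drug PLX5622, an inhibitor of that receptor, was mixed into chow at 1200 ppm to remove them, per the labels. After the drug is withdrawn the brain is refilled by new microglia, which is called repopulation. The labels name 4 groups: young (n = 7), young repopulated (n = 3), old (n = 5) and old repopulated (n = 8). Ages, the length of the drug treatment and the time allowed for repopulation were not given in the sources used here. The protocol texts describe both magnetic CD11b selection with culture and sorting of microglia by flow cytometry, and the RNA extraction text names the sorted cells.

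Per the labels' protocols, stranded poly(A) libraries were made from 2.4 to 147 ng of RNA and sequenced as single reads of 50 nt. The aligner, the counting tool's version, the genome build, the annotation and the use of strand in counting were not given in the sources used here. Per the file headers, the deposited tables have the column layout of RSEM gene results. The authors deposited 1 table per library with 53090 genes, and the deposited expected counts, which are estimates that need not be whole, were used here. Within a tolerance of 1e-06, 87.26% of the expected counts were whole numbers, and all were rounded to whole numbers before testing. The deposited effective lengths, a per-gene length in bases, entered only 1 alternative fit. No other normalized column was used here.

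Gene identifiers and symbols were taken from the deposited tables. Of the identifiers, 49121 carried the same version in GENCODE M21 (mouse build GRCm38) and 52489 were found there when the version was ignored. Coordinates are given for GRCm38 from GENCODE M21, and only for genes with the identical version. Counting with expectation maximization divides reads among similar genes, so values of genes with near-identical relatives, of overlapping genes and of antisense genes are uncertain.

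Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (18720 genes), libraries were scaled by TMM, and all 23 libraries entered a single model with 1 coefficient per group and no covariate. The quasi-likelihood test (glmQLFit and glmQLFTest) was applied to 6 contrasts, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The 6 contrasts were old versus young, old repopulated versus old, young repopulated versus young, old repopulated versus young, old repopulated versus young repopulated, and the interaction, which is the repopulation effect in old mice less that in young mice. Fold changes are log2 values with their standard errors (SE), and expression is given as TMM-scaled counts per M (CPM) with the SD. The 19 gene lists were tested with fry from limma 3.58.1 on voom values, adjusted over the 19 lists of a contrast. Log CPM values for list averages and positions used a prior count of 2. The share of age genes that moved back after repopulation was set against 50 simulated data sets in which repopulated libraries had the mean of their unreplaced group.

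The groups, the contrasts, the main tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named the genes with the largest rises and falls among genes of mean CPM of at least 5 that were called in the fit of all libraries and called with the same sign in every fit that left out 1 library. Up to 3 genes per direction were named for the first 3 contrasts and up to 2 for the others, without predicted genes or pseudogenes. It added the called gene with the largest change in each list that passed, Csf1r in every group, and the sex check genes, and it allowed genes of a list to be named where the list is discussed. Some genes that the rule names are not reported here, and they entered neither the tests for far libraries nor the totals of named genes. The alternatives set at the start were RLE size factors, upper-quartile factors, no filter, a mean of at least 5 CPM, DESeq2 1.42.0, voom with sample quality weights, only the groups compared, the library number as a block (numbers 1 to 11 against 12 to 24, from the sample titles), a test against a 1.5-fold change (glmTreat), an offset from effective lengths, camera in place of fry, and leaving out each library. For the share of age genes that moved back, the old libraries were also split between the 2 comparisons, and only genes with at least a 2-fold change were used. Chosen after the data were seen were robust dispersion estimation, fits within each run of library numbers, a block that set library numbers 12 to 21 apart, camera with an estimated correlation, and the share of age genes that moved the same way in young repopulated mice. Also chosen then were the signs in the lower library numbers of genes called in the higher ones, the shares with no library in both comparisons (limma voom, genes ranked by p), their values for relabeled libraries (limma on log CPM with a trend, 20 divisions drawn where there were more), the positions on age genes called without a young library, and the splits within the runs of library numbers. Igf1, Wdfy1, Nnt and genes behind counts of 5 or fewer were named after their values were seen.

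The same functions were tested on simulated counts drawn from the means, library sizes and dispersions of these libraries, with 200 genes changed 2-fold or 4-fold. For old versus young, the edgeR test over 18060 genes recovered 74% of the 2-fold and 92% of the 4-fold changes, and 4.95% of its calls were false. For young repopulated versus young, over 18098 genes, 57% and 89% were recovered. For the interaction, over 18069 genes, 42% and 81% were recovered and 6.82% of the calls were false. These draws were independent between genes and held no difference between runs of library numbers and no far library. Draws of that kind with the young and old means of these data called a median of 1371.5 genes in old versus young, against 530 observed. The rates given here can therefore be better than those in the data.

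Total counts ranged from 43.66 to 58.19 M per library, so that depth differed little between libraries. No pair of libraries of a group agreed within sampling noise: the smallest chi-square per degree of freedom over genes was 17.74. Xist lay between 491 and 950 CPM in every library, while the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 1, 0, 10 and 3 counts, as female animals would give. No library was left out.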

Results

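Gene expression was measured by poly(A) RNA sequencing in microglia of 23 female mice: 7 young, 3 young repopulated, 5 old and 8 old repopulated. Repopulated animals had lost their microglia to the CSF1R inhibitor PLX5622 and regained them before sampling. Total counts, in M for 1e06 counts, ranged from 43.93 to 47.85 M in young, 44.9 to 47.77 M in young repopulated, 43.66 to 50.98 M in old and 45.73 to 58.19 M in old repopulated libraries. The first principal component of the log CPM values held 21.1% of the variance and the second 11.3%. Young replicate 3 lay at -185 on the second component, where the other libraries lay between -20.1 and 30.6. Young replicate 3 also had the fewest genes with a count, 16399, and the highest share of a ribosomal RNA gene, 3.04%.

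The sample titles number the libraries from 1 to 24, and the libraries numbered 1 to 11 differed from those numbered 12 to 24. A ribosomal RNA gene took 1.46% ± 0.638 (SD, n = 10) of counts in the lower numbers and 0.399% ± 0.173 (SD, n = 13) in the higher numbers. Genes with a count numbered 18870 ± 975 (SD) in the lower and 20950 ± 1190 (SD) in the higher numbers. The lower numbers held 3 young, 2 old and 5 old repopulated libraries, and the higher numbers held 4 young, 3 old, 3 old repopulated and all 3 young repopulated libraries. With library number as a term beside the group, edgeR's quasi-likelihood test called 1923 genes between numbers 1 to 11 and 12 to 21. Numbers 22 to 24 did not inform that test, because all of them were young repopulated and that group had its own coefficient. Each comparison was therefore also fitted within each run that held libraries of all its groups.

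Csf1r, the target of the drug, was measured at 6909 ± 385 CPM in young (SD, n = 7), 6158 ± 559 in young repopulated (SD, n = 3), 4532 ± 1230 in old (SD, n = 5) and 4270 ± 1630 in old repopulated libraries (SD, n = 8). Its log2 fold change was -0.61 ± 0.22 (SE) in old versus young, with an edgeR adjusted p of 0.169. That contrast was called by voom with sample quality weights (adjusted p 0.00454), by edgeR with only the groups compared (0.041) and by edgeR within library numbers 12 to 24 (0.0137). Repopulation changed Csf1r by -0.09 ± 0.22 (SE) in old mice and by -0.17 ± 0.26 (SE) in young mice, with edgeR adjusted p of 0.956 and 0.837. In old mice the change was 0.03 without old replicate 1 and 0.00 without old repopulated replicate 6, so that its direction rested on single libraries. Old repopulated libraries differed from young ones by -0.69 ± 0.20 (SE, edgeR adjusted p 0.0198). That call was lost within library numbers 1 to 11 (-0.36, adjusted p 0.573) and in the test against a 1.5-fold change (0.794).

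The comparison of old with young libraries asks what age alone changed. Of 18720 genes tested, 530 were called, 486 higher and 44 lower in old libraries, and 405 of them changed at least 2-fold. Among the other settings fitted to all libraries, voom with sample quality weights moved the count most, to 2363 genes, 1373 higher and 990 lower, of which 511 were among the 530. The count also depended on single libraries. It fell to 100 genes without old replicate 3 and to 210 without old replicate 5, and rose to 941 without old replicate 1. Without young replicates 2, 4, 5, 6 and 7 it was 349, 282, 312, 271 and 274. Within library numbers 1 to 11 (3 young, 2 old) 1 gene was called, the predicted gene Gm6169, which was not among the 530 and is named after its values were seen, and within 12 to 24 (4 young, 3 old) 2691 were called, 1784 higher and 907 lower, 516 of them shared. Of the genes called within 12 to 24, 2663 were tested in the lower numbers, whose libraries had no part in their choice, and 2048 of them (76.9%) had the same sign there, with a median change of 0.178 on the log2 scale in the called direction. The difference in size between the runs was itself called for 0 genes by edgeR, although 1770 genes had an unadjusted p under 0.05.

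The naming rule was met by 71 genes in old versus young. The largest rise was in Ly6c2 (ENSMUSG00000022584.14, GRCm38 chromosome 15, 75108158 to 75111970, protein-coding), from 1.83 ± 2.63 CPM in young (SD, n = 7) to 139 ± 156 in old libraries (SD, n = 5). Its log2 fold change was 6.25 ± 0.997 (SE, edgeR adjusted p 0.00367), and the lowest old library, at 7.56 CPM, lay below the highest young library, at 7.76. Ly6c2 has close relatives in the same gene family, so its count is uncertain. Slfn4 (chromosome 11, 83175186 to 83190216), also in a family of similar genes, rose by 5.87 ± 0.97 (SE, adjusted p 0.00368), and Atp8b4 (chromosome 2, 126320973 to 126500674) by 5.01 ± 0.71 (SE, adjusted p 0.00237). In every old library Atp8b4 exceeded the young maximum of 2.53 CPM. Among falls, Cd5l (chromosome 3, 87357881 to 87371073) went from 169 ± 74.2 CPM to 25.7 ± 6.46, a change of -2.72 ± 0.53 (SE, adjusted p 0.00769). Rgs7bp changed by -2.42 ± 0.40 (SE, adjusted p 0.00368) and Igsf10 by -1.80 ± 0.28 (SE, adjusted p 0.00257). Cd5l, Rgs7bp and Igsf10 were lower in all 5 old libraries than in any young library.

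By fry, 2 of the 19 gene lists passed in old versus young. The monocyte and neutrophil list rose by a median of 2.29 on the log2 scale (adjusted p 0.00233), with all 10 genes higher. The MHC class II list rose by a median of 3.28 (adjusted p 0.00415), with all 7 genes higher, led by Ciita at 4.52 ± 0.79 (SE, edgeR adjusted p 0.0046). Adjusted over the list alone, 10 genes of the monocyte and neutrophil list and 6 of the MHC class II list were called, against 7 and 5 over all genes. The interferon response list had 16 of 16 genes higher, with 15 called when adjusted over the list alone against 1 over all genes, but did not pass as a set (adjusted p 0.153). The other 17 lists had adjusted p between 0.0659, for border-associated macrophages, and 0.885, for oxidative phosphorylation. Within library numbers 1 to 11 no list passed, and the medians were 2.12 for monocyte and neutrophil and 1.48 for MHC class II genes. Within 12 to 24, 6 lists passed, and both were among them. With camera and a correlation estimated from the data, 0 lists passed in any comparison, while camera with its preset correlation of 0.01 called 8 lists in old versus young, and both lists that passed by fry were among them. Without old repopulated replicate 2, 4 lists passed by fry.

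The comparison of old repopulated with old libraries asks what renewal changed in old mice. It called 52 genes, 12 higher and 40 lower, 32 of them by at least 2-fold. A fit of these groups alone called 0 genes, where 13 libraries gave the spread, while DESeq2 called 312 and voom with sample quality weights 413. Leaving out 1 library gave counts that differed by over 1.5 times for 15 of the 23 libraries. The count was 14, 109, 33, 5 and 10 without old replicates 1 to 5, and 185, 81, 16 and 16 without old repopulated replicates 1, 3, 4 and 8. It was 34, 31 and 34 without young replicates 4, 5 and 7, and 30, 34 and 30 without young repopulated replicates 1, 2 and 3. Within library numbers 1 to 11 (2 old, 5 old repopulated) 0 genes were called, and within 12 to 24 (3 and 3) 2187, including 51 of the 52. Of the genes called within 12 to 24, 2184 were tested in the lower numbers and 1769 of them (81.0%) had the same sign there, with a median change of 0.163 in the called direction. Of the 19 gene lists, 0 passed by fry and 5 by camera with its preset correlation. The interferon response list came closest, with all 16 genes lower, a median of -1.14 and an adjusted p of 0.0733. Of its genes, 3 were called over all genes and 14 when adjusted over the list alone. By fry, 5 lists had an unadjusted p under 0.05, and in 4 lists the median, the mean and the test differed in sign. The library number as a term, or leaving out old replicate 1, old repopulated replicate 6 or old repopulated replicate 7, gave 1 list.

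The naming rule was met by 3 genes in this comparison, and all of them changed in the same direction in young mice. Myo18b (ENSMUSG00000072720.9, chromosome 5, 112688876 to 112896362, protein-coding) fell from 29.0 ± 13.4 CPM in old (SD, n = 5) to 2.24 ± 2.33 in old repopulated libraries (SD, n = 8), a log2 fold change of -3.69 ± 0.58 (SE, edgeR adjusted p 0.00789). In young mice it fell from 42.0 ± 12.1 CPM (SD, n = 7) to 1.42 ± 0.759 (SD, n = 3), a change of -4.89 ± 0.92 (SE, edgeR adjusted p 0.0112). Khdrbs3 changed by -2.73 ± 0.43 (SE, adjusted p 0.00789) in old mice and by -3.55 ± 0.65 (SE, adjusted p 0.00806) in young mice. Pilra (chromosome 5, 137821952 to 137836281), which has a paired relative in the genome and so an uncertain count, rose by 0.97 ± 0.15 (SE, adjusted p 0.00789) in old mice and by 1.39 ± 0.17 (SE, adjusted p 0.000112) in young mice. In all 3 genes every repopulated library lay beyond every library that was not repopulated. In the fit of old and old repopulated libraries alone, Myo18b, Khdrbs3 and Pilra had edgeR adjusted p of 0.178, 0.169 and 0.135.

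**Figure D1:**
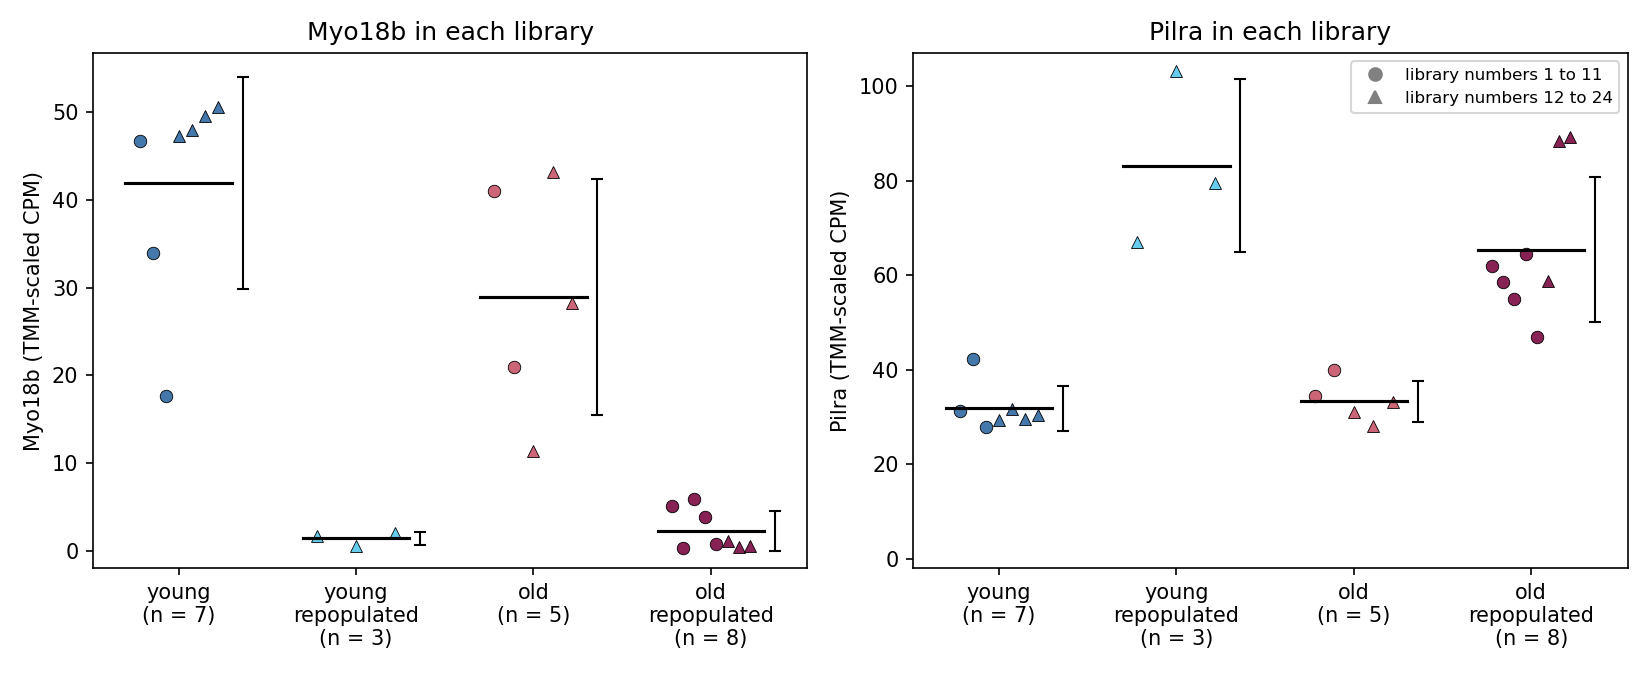
TMM-scaled CPM of Myo18b (left axis panel) and Pilra (right axis panel) in each library, by group. Circles are library numbers 1 to 11, triangles 12 to 24, horizontal lines group means and bars the SD. Repopulated libraries of both ages reached at most 5.91 CPM of Myo18b, while the lowest of the other libraries had 11.4, and had at least 47.0 CPM of Pilra, above the 42.3 of the highest other library.

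The comparison of young repopulated with young libraries asks what renewal changed without age. It called 251 genes, 155 higher and 96 lower, 151 of them by at least 2-fold. The excess of rises was not shared by DESeq2 (358 higher, 476 lower), by voom with sample quality weights (1265 and 1309) or by the fit of only these groups (627 and 628). Voom with sample quality weights raised the count to 2574, and the test against a 1.5-fold change lowered it to 20. The count fell to 33, 50 and 80 without young repopulated replicates 1, 2 and 3, to 157, 145, 150, 128 and 122 without young replicates 2, 4, 5, 6 and 7, and rose to 407 without old repopulated replicate 1. Young repopulated libraries had only numbers 22 to 24, and the fit within numbers 12 to 24 (4 young, 3 young repopulated) called 1598 genes, including 246 of the 251. The young libraries in that fit were numbered 12 to 15. Neither the 1598 nor the 251 genes can therefore be told apart from a difference of numbers 22 to 24 from the others. P2ry14 rose by 2.86 ± 0.45 (SE, edgeR adjusted p 0.00237), Tnfsf8 by 2.53 ± 0.31 (SE, adjusted p 0.000112) and Arhgap15 by 2.38 ± 0.44 (SE, adjusted p 0.0086). Each was higher in all 3 young repopulated libraries than in any young library. Of the 16 genes that met the naming rule, 15 rose, and the single fall was in Cd276, from 29.6 ± 7.05 CPM in young (SD, n = 7) to 8.69 ± 1.09 in young repopulated libraries (SD, n = 3), a change of -1.77 ± 0.26 (SE, edgeR adjusted p 0.00115).

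By fry, 2 lists passed in young repopulated versus young, both at an adjusted p of 0.0404. The disease-associated microglia list rose by a median of 0.31 on the log2 scale, with 13 of 17 genes higher, and its median was 0.268 without young repopulated replicate 1, 0.872 without replicate 2 of that group and 0.512 with the library number as a term. The MHC class II list rose by a median of 2.56, with 6 of 7 genes higher. Adjusted over the list alone, 5 and 6 of their genes were called, against 5 and 1 over all genes. Camera with its preset correlation called 6 lists, including both. Both calls were lost with the library number as a term (adjusted p 0.0707) and held within library numbers 12 to 24, where 5 lists passed. The fit within 12 to 24 does not remove a difference between the young libraries, numbered 12 to 15, and numbers 22 to 24. Both were also lost without young replicates 1, 2, 4, 5, 6 or 7, without any of the 3 young repopulated libraries, and without old replicates 3 or 4 or old repopulated replicate 3, where 0 lists passed, and without young replicate 3 the count was 1, for MHC class II. The called disease-associated microglia gene with the largest change was Gpnmb, at 3.32 ± 0.75 (SE, edgeR adjusted p 0.0293). The only MHC class II gene called over all genes was H2-DMa, at 0.65 ± 0.13 (SE, edgeR adjusted p 0.0131). Its change lay below the list median of 2.56. Gpnmb lost its call without young replicates 2, 4, 5, 6 or 7 (edgeR adjusted p 0.0588, 0.0504, 0.0536, 0.0530 and 0.0567), without young repopulated replicate 1 (0.280) and without replicate 3 of that group (0.0667). Its young repopulated values were 2930, 211 and 1229 CPM. H2-DMa lost its call without young repopulated replicate 1 (0.0532) or 2 (0.127).

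Old repopulated libraries were also set against young ones, to ask how far renewed microglia of old mice remained from young microglia. Here 2847 genes were called, 1739 higher and 1108 lower, 1158 of them by at least 2-fold. The share of calls that were higher was 61.1%, and 50.5% with upper-quartile factors. Without old repopulated replicate 1 the count rose to 4772. Within library numbers 1 to 11 (3 young, 5 old repopulated) 2 genes were called, Efnb2 and Gm6169, named after their values were seen, and within 12 to 24 (4 and 3) 7068. Of the genes called within 12 to 24, 7014 were tested in the lower numbers and 5596 of them (79.8%) had the same sign there, with a median change of 0.211 in the called direction. The size of this difference itself differed between the runs for 261 genes by edgeR. Arg1 rose by 5.80 ± 1.37 (SE, edgeR adjusted p 0.00728), with a range from 2.57 to 619 CPM among old repopulated libraries that overlapped the young range, and Ctsk by 5.31 ± 0.94 (SE, adjusted p 0.00115), where the ranges overlapped too. Myo18b changed by -4.22 ± 0.57 (SE, adjusted p 0.000132) and Apob by -3.71 ± 0.73 (SE, adjusted p 0.00223), both lower in all 8 old repopulated libraries than in any young library. In 1 old repopulated library Apob had no count.

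In old repopulated versus young, 6 lists passed by fry. The rises were in MHC class II (median 3.11, adjusted p 0.000934), cholesterol synthesis (0.45, adjusted p 0.000934), monocyte and neutrophil (2.00, adjusted p 0.00411) and disease-associated microglia genes (0.68, adjusted p 0.0129). The falls were in homeostatic microglia (-0.85, adjusted p 0.012) and astrocyte genes (-0.94, adjusted p 0.0129). Genes called in these lists included Ciita (4.24 ± 0.76 SE, edgeR adjusted p 0.00119), Ly6c2 (4.33 ± 0.89 SE, adjusted p 0.00327), Gpnmb (2.94 ± 0.65 SE, adjusted p 0.00502) and P2ry12 (-1.20 ± 0.35 SE, adjusted p 0.023). Adjusted over the list alone, 6, 11, 10, 11, 9 and 8 genes of the MHC class II, cholesterol synthesis, monocyte and neutrophil, disease-associated microglia, homeostatic microglia and astrocyte lists were called, against 6, 11, 7, 9, 4 and 1 over all genes. The other 13 lists had adjusted p between 0.0731 and 0.755. Camera with its preset correlation called 8 lists, 5 of these 6, without the astrocyte list (adjusted p 0.0635). Within library numbers 1 to 11 no list passed, and within 12 to 24 8 did, including 4 of the 6, without disease-associated microglia (adjusted p 0.0727) and astrocyte genes (0.195).

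The comparison of old repopulated with young repopulated libraries called 0 genes by edgeR, with 2183 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.315. DESeq2 called 92 genes, voom with sample quality weights 3189, and edgeR with library number as a term 846. Without old repopulated replicate 1, 1 gene was called, Afdn. Within library numbers 12 to 24 (3 and 3 libraries) edgeR called 6236, and the lower numbers held no young repopulated library. The old repopulated libraries there were numbered 19 to 21 and the young repopulated ones 22 to 24. That count therefore cannot be told apart from a difference between these runs of numbers. With the block that set library numbers 12 to 21 apart, 0 genes were called. That fit differs from the one with 846 genes only in whether numbers 22 to 24 are taken to share the shift of 12 to 21. These libraries cannot test that choice. The interaction, which tests whether repopulation acted otherwise in old than in young mice, also called 0 genes, with 1542 at an unadjusted p under 0.05, a smallest adjusted p of 0.319, 46 calls by DESeq2, 151 by voom with sample quality weights and 7 with library number as a term. Without young replicate 2, 1 gene was called, Tnfsf8. Afdn is named after its values were seen. Within library numbers 12 to 24 the interaction was called for 1524 genes. All young repopulated libraries there were numbered 22 to 24 and all others 12 to 21. The interaction count within 12 to 24 thus cannot be told apart from a difference between those runs either. This limit also holds for the gene lists tested within 12 to 24 in both contrasts. In the fit of all libraries 0 lists passed in either contrast by fry, and camera with its preset correlation called 7 and 9. Within library numbers 12 to 24, 10 lists passed by fry for old repopulated versus young repopulated and 4 for the interaction. For the interaction 1 list passed with the block of 12 to 21 and 1 without old repopulated replicate 6. For old repopulated versus young repopulated 1 list had an unadjusted p under 0.05 by fry, and for the interaction 3 lists did.

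Whether renewal reversed the change with age was asked of the 530 genes called in old versus young. In old repopulated versus old, 283 of them (53.4%, exact 95% interval 49.0 to 57.7%) changed in the opposite direction, and 1 of these, Igf1, was itself called. The binomial interval treats genes as independent and leaves out the spread between animals, so it is too narrow. Leaving out 1 library moved the share as far as 24.0% and 73.3%. Igf1, named after its values were seen, had 101 ± 49.6 CPM in young (SD, n = 7), 27.6 ± 12.5 in old (SD, n = 5), 105 ± 42.5 in old repopulated (SD, n = 8) and 110 ± 13.3 in young repopulated libraries (SD, n = 3). It changed by -1.87 ± 0.38 (SE, edgeR adjusted p 0.00985) with age and by 1.92 ± 0.38 (SE, edgeR adjusted p 0.0305) with repopulation in old mice. The call with age was lost without old replicate 3 (edgeR adjusted p 0.0525). The call with repopulation was lost without old replicates 1, 3, 4 and 5 (edgeR adjusted p 0.0796, 0.0784, 0.126 and 0.119) and without old repopulated replicate 4 (0.0545). It was also lost with only the groups compared (0.169), with the effective length offset (0.0568), in the test against a 1.5-fold change (0.316) and within library numbers 1 to 11 (1). The change with age within 1 to 11 was -0.50 and was not called. The interaction for Igf1 was not called (edgeR adjusted p 0.43).

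Both comparisons of this share use the old libraries, and in 50 simulated data sets without a repopulation effect the share was 72.0% ± 1.13 (SD), from 69.6 to 75.8%. These sets called a median of 1371.5 age genes against the 530 observed, so that they differ from the data in what was called and set no bound on the share. With the old libraries divided between both comparisons and the 530 genes of smallest p taken in each of 20 divisions, the share was 46.3% on average, from 9.06 to 70.0%. The share of 53.4% ranged from 24.0% without old replicate 3 to 73.3% without old replicate 1. It was 58.0% without young replicate 7, 63.0%, 67.5% and 45.7% without old replicates 2, 4 and 5, and 40.8%, 46.9%, 44.7%, 69.3% and 64.7% without old repopulated replicates 1, 3, 4, 6 and 8. It was 43.2% with library number as a term and 38.9% within library numbers 12 to 24, and within 1 to 11 it covered a single age gene. On a scale where the young mean is 0 and the old mean is 1, the median position over the 530 genes was 0.986 ± 0.418 (SD, n = 8) in old repopulated and 1.01 ± 0.471 (SD, n = 5) in old libraries. Every old repopulated library, from 0.326 upward, lay above the highest young library, replicate 3, at 0.284. On the 629 genes called without young replicate 3, that library lay at 0.517, above 1 of the 8 old repopulated libraries.

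The same genes moved in the direction of age in young repopulated mice. Of the 530 genes, 521 (98.3%, exact 95% interval 96.8 to 99.2%) had the same sign in young repopulated versus young as in old versus young. This interval too treats genes as independent and leaves out the spread between animals. The young libraries are shared by both comparisons, so a share above 50% needs no repopulation effect. In the 50 simulated data sets without a repopulation effect this share was 62.1% ± 1.24 (SD), from 59.2 to 64.7%. Those sets called a median of 1371.5 age genes against the 530 observed, so they set no bound here either. With the young libraries divided between both comparisons and the 530 genes of smallest p taken, the share was 79.3% on average over 70 divisions, from 61.5 to 85.7%. With shared libraries it was 84.4% within library numbers 12 to 24 and 91.9% with library number as a term. The position of young repopulated libraries was 0.726 ± 0.162 (SD, n = 3), from 0.542 upward, with every library above every young one. The 530 genes had been chosen with these young libraries, which favours such a gap. On the 629 genes called without young replicate 3 that library lay at 0.517. The young repopulated libraries were not placed on genes called without a young library.

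**Figure D2:**
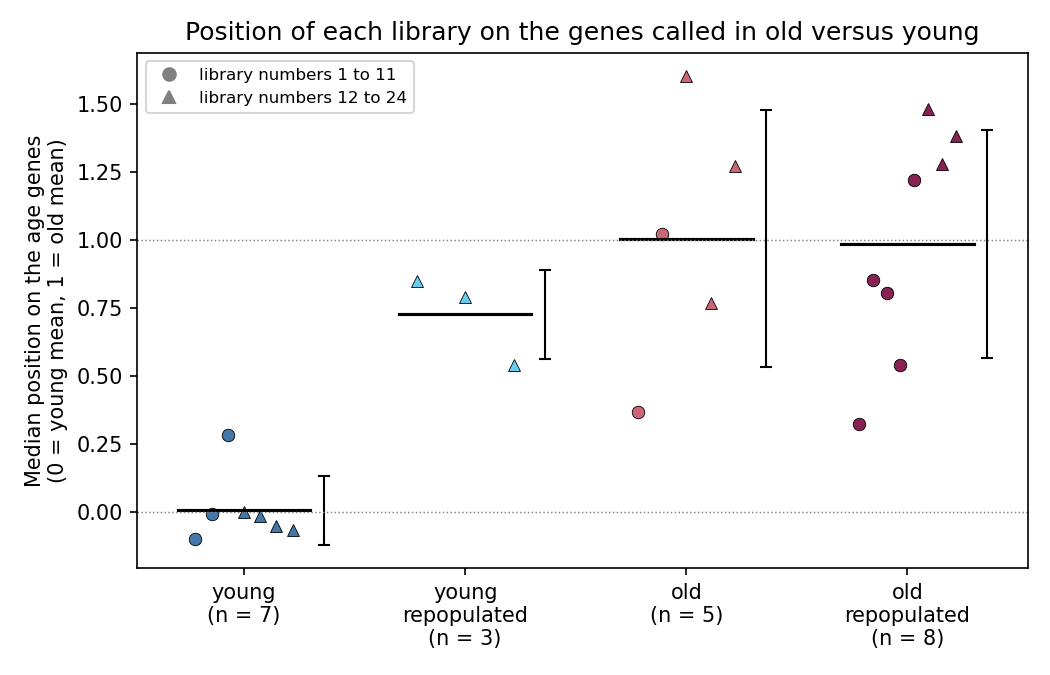
Median position of each library over the 530 genes called in old versus young, on the vertical axis (no unit, 0 at the young mean and 1 at the old mean), by group. Circles are library numbers 1 to 11, triangles 12 to 24, horizontal lines group means and bars the SD. Young libraries lie between -0.0965 and 0.284 and young repopulated libraries between 0.542 and 0.848, while old libraries lie between 0.368 and 1.6 and old repopulated libraries between 0.326 and 1.48.

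Among genes that followed the library numbers across groups, Wdfy1 and Nnt were singled out after their values were seen. Wdfy1 lay between 90.4 and 130 CPM in the 10 libraries numbered 1 to 11, between 30.4 and 56.2 in the 10 numbered 12 to 21, and between 111 and 117 in the 3 numbered 22 to 24. Nnt lay between 21.7 and 86.0 CPM, between 9.83 and 25.9, and between 23.5 and 38.7 in the same runs. With library number as a term, the change from numbers 1 to 11 to numbers 12 to 21 was -1.41 for Wdfy1 (edgeR adjusted p 2.16e-10) and -1.63 for Nnt (edgeR adjusted p 6.81e-05). Numbers 22 to 24 did not inform these changes, because all of them were young repopulated and that group had its own coefficient.

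**Figure D3:**
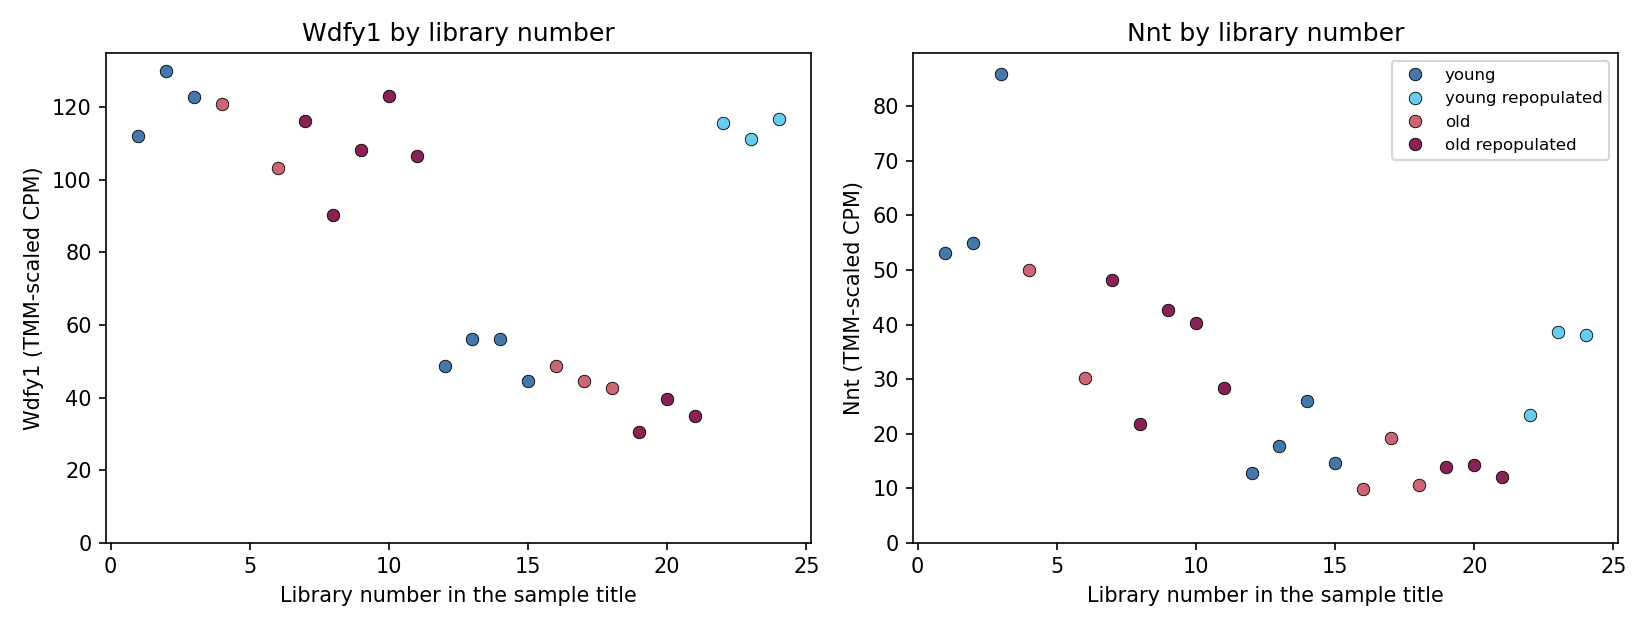
TMM-scaled CPM of Wdfy1 and Nnt in each library against the library number of the sample title, coloured by group. The 10 libraries numbered 12 to 21 lie at or below 56.2 CPM of Wdfy1, and all others at or above 90.4.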

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

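The tests in this part were chosen only after the result was seen, apart from that of border-associated macrophages for old repopulated replicate 2. A library was taken as far from its group when its gap to the nearest other library exceeded the 95% critical value of Dixon's test. Over 28 measures, 84 groups of libraries were tested and 10 held such a library, where chance gives about 1 in 20 groups, or 5%.

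Young replicate 3 was the far library in 6 of the 10 cases. Its position on the age genes was 0.284, where the other young libraries lay between -0.0965 and 0.000286. It had 7.76 CPM of Ly6c2 against 0.241 to 1.23 in the others, 2.52 CPM of Atp8b4 against 0.55 to 1.14, 19.9 CPM of Arhgap15 against 3.83 to 7.18, 18.6 CPM of Arg1 against 0.528 to 2.69, and 1.98 CPM of Ctsk against 0.364 to 0.939. A lower library quality remains open: the library had 16399 genes with a count, where the other young libraries had 18752 to 22078, and 3.04% of its counts lay in the ribosomal RNA gene. A wrong label cannot be told apart from it. On 64 falling age genes called without this library its median position was 0.683, and on the 565 rising ones 0.5, while old libraries, each placed on genes called without it, lay between 0.294 and 1.34 and between 0.213 and 1.65. Single genes went the other way: it had 111.9 CPM of Cd5l, 8.5 of Rgs7bp, 12.36 of Igsf10 and 6387 of Csf1r, above old maxima of 34.1, 2.85, 7.42 and 6020, and less Atp8b4 than any old library. All of these but Csf1r had been chosen with this library among the young ones. Monocytes or neutrophils in the sort remain open as a candidate source, since the mean log2 CPM of that list was 2.9, above the 0.439 to 2.4 of the other young libraries. A difference between animals is also open and was not tested.

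Old repopulated replicate 2 was far from its group in 2 measures. Mitochondrial genes took 3.2% of its counts against 1.62 to 2.36% in the other 7 libraries, and Arhgap15 had 80.7 CPM against 20.3 to 46.5. Library depth was argued against, as its 51.64 M counts lay within the group's range of 45.73 to 58.19 M. Border-associated macrophages as a source did not meet their test, which asked for the highest list mean of the group. The mean log2 CPM of their list was 4.45, within the 1.63 to 5.09 of the group. Among the old repopulated libraries numbered 1 to 11, however, it was the highest, above 4.14 in replicate 5. That narrower comparison was not the test, and border-associated macrophages are left open by it. A difference between animals or in handling is open and was not tested.

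Young replicate 2 had 42.3 CPM of Pilra, where the other young libraries had 27.9 to 31.7. A lower library quality was argued against, since its 19260 genes with a count lay within the young range of 16399 to 22078. The library remained below every repopulated library in Pilra. No biological explanation was tested.

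Old replicate 3 had 507 CPM of Arg1, where the other old libraries had 1.46 to 84.5. A lower library quality was argued against by 22208 genes with a count, above the 18995 to 21376 of the others. Monocytes or neutrophils remain open as a candidate source, since the mean log2 CPM of that list was 5.15, against 3.76 to 4.82 in the others. A state of the microglia of this animal is open too and was not tested.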

How the results depend on the processing

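The fits within runs of library numbers, the block of library numbers 12 to 21, robust dispersion, camera with an estimated correlation and all alternatives of the same-direction share were chosen only after the results were seen. No paired analysis was possible because the replicate numbers follow only the order of the samples and pair no animals. The interaction could not be fitted with only the groups compared, since it uses all 4. Libraries numbered 1 to 11 gave no value for contrasts with young repopulated libraries. The block term and the block of 12 to 21 differ only in where they place libraries 22 to 24, all young repopulated. For contrasts without young repopulated libraries they are the same fit, so equal values there are no further check. For the others they differ in whether 22 to 24 are taken to share the shift of 12 to 21, which was not testable. All totals below count them separately. In all fits that left out 1 library each group kept at least 2 libraries. Where no cause is named below, the cause was not tested.

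For old versus young (530 genes), DESeq2 called 970 genes, voom with sample quality weights 2363 and the test against a 1.5-fold change 201, as a stricter test must call fewer. Within library numbers 1 to 11, with 5 libraries of these groups, 1 gene was called, and within 12 to 24 2691. Leaving out 1 library gave 100 to 941. For old repopulated versus old (52 genes), no filter gave 34, DESeq2 312, voom 413, only the groups compared 0, the block term 114, the 1.5-fold test 4 (Edn1, Khdrbs3, Mmp28 and Myo18b), the length offset 30, numbers 1 to 11 0, numbers 12 to 24 2187 and the block of 12 to 21 114. Leaving out 1 library gave 5 (Edn1, Khdrbs3, Mmp28, Myo18b and Pilra) to 185.

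For young repopulated versus young (251 genes), no filter gave 165, DESeq2 834, voom 2574, only the groups compared 1255, the 1.5-fold test 20, numbers 12 to 24 1598 and the block of 12 to 21 908, with 33 to 407 when 1 library was left out. For old repopulated versus young (2847 genes), voom gave 6646, the block term 4585, the 1.5-fold test 545, numbers 1 to 11 2, numbers 12 to 24 7068 and the block of 12 to 21 4585, with 1955 to 4772 when 1 library was left out. For old repopulated versus young repopulated (0 genes), DESeq2 gave 92, voom 3189, the block term 846 and numbers 12 to 24 6236, with 0 to 1 when 1 library was left out. The block of 12 to 21 gave 0. For the interaction (0 genes), DESeq2 gave 46, voom 151, the block term 7, numbers 12 to 24 1524 and the block of 12 to 21 5 (AW011738, Alpk1, Cd209a, Gm28043 and Gm5535), with 0 to 1 when 1 library was left out. The other 43 of 80 alternative counts, such as those with RLE factors, lay within 1.5 times the reported count.

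For the lists, camera with its preset correlation called 8 in old versus young, 5 in old repopulated versus old, 6 in young repopulated versus young, 7 in old repopulated versus young repopulated and 9 in the interaction. With an estimated correlation it called 0 in old versus young, 0 in young repopulated versus young and 0 in old repopulated versus young. The block term gave 1 list in old repopulated versus old and 0 in young repopulated versus young. Numbers 1 to 11 gave 0 lists in old versus young and 0 in old repopulated versus young. Numbers 12 to 24 gave 6, 5 and 5 lists in old versus young, old repopulated versus old and young repopulated versus young, 10 in old repopulated versus young repopulated and 4 in the interaction. The block of 12 to 21 gave 1 list in old repopulated versus old, 5 in young repopulated versus young and 1 in the interaction. Leaving out 1 library gave 2 to 4, 0 to 1, 0 to 3, 6 to 9, 0 to 0 and 0 to 1 lists in the order of the 6 contrasts.

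The share of age genes with the opposite sign in old repopulated versus old (53.4%) was 43.2% with the block term, 43.2% with the block of 12 to 21, 100% within numbers 1 to 11 (1 age gene), 38.9% within 12 to 24 and 28.3% with the old libraries split between the comparisons. In that split 8 of 20 ways gave age genes, with shares from 0 to 100%. Leaving out 1 library gave 24.0 to 73.3%. The same-direction share in young repopulated mice (98.3%) was 91.9% with the block term, 84.4% within 12 to 24 and 95% with the young libraries split, where 19 of 70 ways gave age genes, a median of 4. Leaving out 1 library gave 96.6 to 99.4%.

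Among named genes, 377 results under other settings kept their direction and side of the threshold, 33 lost the call and 3 gained it. Csf1r in old repopulated versus old reversed to 0.034 without old replicate 1 and to 0.00085 without old repopulated replicate 6, and ranged from -0.23 to 0.034 over the libraries left out. Its change was not called in either case. Among lists that passed, 45 results of alternatives kept the call and 23 lost it. Scaling moved the median log2 fold change of all genes to at most -0.08 (old repopulated versus young, upper-quartile factors). Total counts ranged from 43.66 to 58.19 M, for 1e06 counts, and no fit at a reduced depth was made.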

Other observations

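The tests in this part were chosen only after the result was seen, apart from those of other splits for old repopulated versus young, old repopulated versus young repopulated and the interaction. For each contrast the libraries of its groups were divided anew into groups of the same sizes, and 100 such splits, the real one included, were fitted. Splits that kept the number of libraries of each group in both runs of library numbers were fitted with library number as a term.

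For old versus young, 1 of the 100 splits, the real one, gave as many genes, and 2 gave as many lists, so that chance can be excluded at the 0.05 level. For young repopulated versus young 1 split gave as many genes and 1 as many lists, and for old repopulated versus young 1 and 1, so that chance can be excluded there too. For old repopulated versus old, 8 of 100 splits gave as many genes as the real 52, so that chance cannot be excluded for that fit. The split with the most genes, 3301, followed the library numbers more closely than the real groups did, with a difference in the share of higher numbers of 0.55 against 0.225. With library number as a term the real groups gave 114 genes, and 3 of 100 splits within the runs gave as many, so that chance can be excluded for that fit at the 0.05 level. With this term 1 of 100 splits gave as many genes in old versus young (618), 1 of 35 in young repopulated versus young (326) and 2 of 100 in old repopulated versus young (4585), so that chance can be excluded there as well. A count of 0 is matched by all 100 splits whatever the data, so the splits decide nothing for the 0 lists of old repopulated versus old or for the 0 genes and 0 lists of old repopulated versus young repopulated and of the interaction.

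A return of the age genes as a set to the young level after repopulation in old mice was argued against. On age genes called without 1 young library at a time, the mean position of the old repopulated libraries was at least 0.979, while the library left out lay between -0.0698 and 0.517 (mean 0.0653, SD 0.203). Single libraries overlapped, since young replicate 3, at 0.517, lay above 1 old repopulated library. Igf1 was the exception among called genes, at 105 CPM in old repopulated against 27.6 in old libraries.

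The age genes moved in the direction of age after repopulation in young mice. The young libraries shared by both comparisons were argued against as the whole source. Genes were ranked by limma on log CPM with a trend, with no young library in both comparisons. Of the 530 genes of smallest p, 87.6% had the same sign on average over 20 divisions. By that ranking 1 of 100 relabelings of the young and young repopulated libraries, the real one, gave as large a share. The others gave 49.7% ± 13.1 (SD), at most 84.3%. Ranked by voom instead, the share was 79.3% on average over 70 divisions, from 61.5 to 85.7%. That value was not set against relabelings. The difference between library numbers 1 to 11 and 12 to 24 was argued against as the whole source. Ranked by limma with a trend, the share among libraries 12 to 24 alone was 92.9%. Of 35 relabelings 1, the real one, gave as large a share, where the others gave at most 77.5%. Ranked by voom, the share among these libraries was 84.9% on average over 6 divisions, from 78.9 to 89.6%, and was not set against relabelings. Young libraries among numbers 12 to 24 were numbered 12 to 15, so this test does not remove a difference from numbers 22 to 24. A batch of libraries 22 to 24 cannot be told apart from repopulation in young mice, because 0 libraries of another group carried these numbers and all 3 were young repopulated. An effect of depletion and renewal itself is open and was not tested apart from that batch.

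The monocyte and neutrophil list and the MHC class II list were higher in old and in old repopulated than in young libraries, and the homeostatic list was lower in old repopulated libraries, while in old libraries it did not pass (adjusted p 0.153). Young libraries had a mean of at least 5 CPM in 5 of 10 monocyte and neutrophil, 6 of 7 MHC class II, 7 of 10 border-associated macrophage and 2 of 8 astrocyte genes, and 0 of these genes were in another list. Neutrophils alone were argued against as the source: the median log2 fold change in old versus young was 1.86 over 7 neutrophil genes and 3.93 over 3 monocyte genes, which ranged from 3.69 to 6.25. The margin was small for single genes. The neutrophil gene Mmp8 rose by 3.12 ± 0.588 (SE) and the monocyte gene Plac8 by 3.69 ± 0.957 (SE), while the other neutrophil genes rose by at most 2.18. Over all 23 libraries S100a8 and S100a9 reached at most 81.5 and 115 CPM. A lower share of microglia cannot be told apart from the other explanations. The astrocyte list had a median of -0.94 in old repopulated versus young, while the monocyte and neutrophil list had 2.00, but most astrocyte genes lay under 5 CPM, 2 of the 8 were higher, and in old versus young the median was -0.258 (adjusted p 0.653). Monocyte-derived cells in the sort may contribute. Within the 8 old repopulated libraries the homeostatic list fell as the monocyte and neutrophil list rose, with a Pearson r of -0.779 (two-sided exact permutation p 0.0127, adjusted 0.0169) and a Spearman rho of -0.905 (exact permutation p 0.00456, adjusted 0.00912). Without the 2 farthest libraries r was -0.63, after centring within the runs of library numbers -0.49, and among the 5 libraries numbered 1 to 11 -0.623, so that part of the relation followed the library numbers. The higher numbers held only 3 libraries. With the border-associated macrophage list the relation was closer, with an r of -0.933 and of -0.917 after centring. The relation with the monocyte and neutrophil list therefore does not single out monocyte-derived cells. Over all 23 libraries the most abundant genes of the list reached 562 CPM (Ccr2), 378 (Ly6c2) and 306 (Plac8), and Ly6c2 reached 86.4 CPM in old repopulated libraries. A change in the state of the microglia with age is open and was not tested.

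Of the 4 relations tested in old repopulated libraries, the homeostatic list had an r of -0.702 with the MHC class II list (exact permutation p 0.0636, adjusted 0.0636, rho -0.762 with p 0.0368), -0.567 without the 2 farthest libraries, -0.249 after centring within the runs and -0.284 within numbers 1 to 11. It had an r of -0.933 with the border-associated macrophage list (exact permutation p 0.000223, adjusted 0.000892, rho -0.929 with p 0.00223), -0.932 without the 2 farthest libraries, -0.917 after centring and -0.937 within numbers 1 to 11.

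Wdfy1 and Nnt followed the library numbers. For Wdfy1 the library batch that the ribosomal RNA share marks was argued against as the source, since libraries 22 to 24, which had a low ribosomal RNA share, held at least 111 CPM of Wdfy1 and libraries 12 to 21 only 30.4 to 56.2. For Nnt that batch stays open, since libraries 22 to 24, from 23.5 CPM upward, overlapped the 9.83 to 25.9 of libraries 12 to 21. A difference between mouse lines or shipments cannot be told apart from a batch of another kind: the 10 libraries in the lower Wdfy1 range were of both ages, and no label gives the line or the shipment.

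Myo18b and Khdrbs3 were low in repopulated libraries of both ages. A lower library quality was argued against, since the 2 repopulated libraries with more genes than the median young library had at most 0.504 CPM of Myo18b, where libraries that were not repopulated had 11.4 to 50.6. Cells that survived the depletion cannot be told apart from a shared regulation of both genes as the source of the remaining signal. In the 8 old repopulated libraries Myo18b and Khdrbs3 rose together, with a Pearson r of 0.77 (two-sided exact permutation p 0.0122, adjusted 0.0169) and a Spearman rho of 0.857 (exact permutation p 0.0107, adjusted 0.0143). Without the 2 farthest libraries r was 0.738, after centring within the runs 0.798, and within numbers 1 to 11 0.903. The relation was as close where nothing was depleted, with an r of 0.908 in the 7 young and 0.996 in the 5 old libraries, so it does not single out surviving cells.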
